A study of Mus musculus with 38 samples.

How the data were processed

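RNA was sequenced from 38 mouse libraries in 18 groups. Per the labels' protocols, cells were fixed on ice in 3% glyoxal, poly(A) RNA was made into stranded KAPA libraries, and these were read as 151 bp pairs on a NovaSeq instrument. The deposited values are raw read counts per Ensembl gene, in 3 tables of 55487 genes with 1 column per library. The authors' aligner, counting tool, genome build, annotation and use of strand are not stated in the labels or the file headers, so genes are given by symbol and Ensembl identifier and no coordinates are printed. All sample columns of the 3 tables matched a label and were used. A symbol was found for 55141 of the identifiers in a table of mouse gene names. The first table holds the BV2 and GL261 libraries, the second the bone marrow-derived macrophages (BMDM) grown alone or with GL261 cells, and the third the panobinostat experiment.

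Counts per library ran from 9634700 to 27238900, to 6 significant digits, so that the floor of 3 counts corresponds to 0.110 to 0.311 CPM, the usual unit of counts scaled to the library total. Libraries were not tagged with molecular identifiers as far as the labels say, so such floors cover counting error only. No library was identical to another, and each of the 22 replicate pairs differed by more than sampling noise, with a chi-square per degree of freedom between 6.70 and 155.5, so no pair was taken for 1 library deposited more than once. This comparison does not tell separate cultures from repeat preparations of 1 culture, and libraries were counted as replicates because the labels list them as such. Groups had 2 libraries each, except the normoxic and hypoxic BMDM co-cultures, which had 3.

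Differential expression was tested on the counts as deposited with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Trimmed-mean (TMM) scaling factors and the filter on low counts of edgeR at its defaults (minimum count 10, minimum total 15) were applied within each fit. All groups of a cell type within a table shared 1 fit with a mean per group. Differences between cell types were tested as interaction terms, in a fit of all BV2 and GL261 libraries or of all libraries of the panobinostat experiment. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of F. CPM values are scaled by the TMM factors unless a share of partner or marker transcripts is given, which uses plain CPM.

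Replicate numbers come from the sample titles. The labels do not say that they pair libraries, so the block for replicate number was an alternative, and its result is printed beside the other. As a check, deviations from the group means were correlated between same-numbered libraries. The mean correlation was 0.033 for BV2, 0.18 for GL261, 0.13 for BMDM, 0.30 for BV2 in the panobinostat experiment and 0.45 for BMDM in that experiment. These are means over all pairs of groups in a fit. Single pairs ran from -0.081 to 0.17 for BV2, 0.043 to 0.37 for GL261 and 0.011 to 0.37 for BMDM. In the panobinostat experiment they ran from 0.15 to 0.39 for BV2 and 0.34 to 0.59 for BMDM.

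Gene sets were written down before the data were examined: 43 hypoxia-response, 39 interferon-response and 17 antigen-presentation genes, of which 43, 38 and 17 were found. They were tested with camera of limma 3.58.1 at a fixed inter-gene correlation of 0.01, with adjustment over 30 pairs of set and contrast. Named genes followed a rule fixed at the same time. For each comparison of 2 groups these were the 2 genes with the largest rise and the 2 with the largest fall, among genes past the threshold with a mean log2 CPM of at least 4, no overlap between the libraries of the 2 groups and no predicted-gene name. In comparisons with co-culture, genes at least 4-fold higher in the partner monoculture were left out. For each interaction, 1 gene per direction was named, with partner-high genes kept in. Of a panel fixed at the same time, 7 genes are given in the hypoxia and panobinostat comparisons where they passed the filter, and the rest of the panel is not reported here.

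Alternatives chosen in advance were the Wald test of DESeq2 1.42.0, its size factors within edgeR, no filter beyond 1 count, a filter at a mean CPM of 5, the replicate block, a fit of only the 2 groups compared, leaving out each library in turn, and removal of partner-high genes from the comparisons with co-culture. Where leaving out a library left 1 in a group, the mean log2 change of the called genes in their called direction was computed in place of a count.

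The share of partner-cell RNA in a library was the median, over genes with at least 20 CPM in the partner monoculture and at least 100-fold higher there than in the cell's own monoculture at both oxygen levels, of their CPM divided by that in the partner monoculture. In choosing these genes, 0.5 CPM was added to both sides of the 100-fold ratio. The shares of GL261 RNA in BMDM libraries set levels across 2 tables. Words of 75 bases of the 59 named genes were searched in the transcripts of other genes in GENCODE M21, since the authors' counting is not stated and could split shared reads. Over 5% of words were shared in 7 genes. Exons overlapped another gene on the same strand in 4 genes and on the opposite strand in 18, whose counts are uncertain for that reason.

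The scripts were tested on simulated counts with genes changed 2-fold, drawn at random from those with a mean log2 CPM of at least 4. The hypoxia-response set was raised 2-fold too, and its calls were not counted as wrong. Every gene had the common spread of its fit, without an effect of replicate number. The rates thus do not cover genes of lower counts or differences in spread between genes. Among 14432 genes at the BV2 spread, 100% of the randomly drawn genes were called, and 2.46% of 244 calls were wrong. At the BMDM spread, 23.5% were called among 14806 genes, and 5.08% of 59 edgeR calls and 9.35% of 107 DESeq2 calls were wrong. At the spread of BMDM in the panobinostat experiment, edgeR called 0.5% among 14914 genes, with 1 call in all, and DESeq2 called 6%, with 25% of its 16 calls wrong. A partner share set to 2% was recovered as 2.04% over 230 genes. Chromatin accessibility data of the same study were not used here.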

Results

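Gene expression was measured by RNA sequencing in 3 kinds of mouse cell: BV2, an immortalised microglial line; GL261, a glioma line carrying a green fluorescent protein plasmid; and bone marrow-derived macrophages (BMDM), primary cells differentiated from marrow of wild-type mice. Cells were kept for 16 h at 21% oxygen (normoxia) or below 0.1% oxygen (hypoxia). In the first experiment BV2 cells, BMDM and GL261 cells grew alone, or in direct co-culture with 2 GL261 cells per BV2 cell or 1 GL261 cell per BMDM. In the second experiment BV2 cells and BMDM received dimethyl sulfoxide (DMSO) at both oxygen levels, or 10 nM panobinostat, an inhibitor of histone deacetylases, in hypoxia. Library totals were 13548800 to 27238900 counts, to 6 significant digits, over the 16 BV2 and GL261 libraries of the first experiment, 9909370 to 17000500 over its 10 BMDM libraries, and 9634700 to 15869200 over the 12 libraries of the second experiment. The common coefficient of biological variation between replicates was 0.096 in BV2 and 0.133 in GL261 libraries, 0.222 in BMDM of the first experiment, and 0.205 in BV2 and 0.381 in BMDM of the second.

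The first question was how each cell type changes with oxygen. In BV2 monocultures, 8931 of 14432 tested genes differed between hypoxia and normoxia at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, 2 libraries per group), 4455 of them higher and 4476 lower. With the replicate number as a block, 8968 genes differed. Same-numbered BV2 libraries deviated together with a mean correlation of 0.033 over all pairs of groups, and of 0.17 between the monoculture groups compared here. In BV2 cells from co-culture, 9707 genes differed, 5073 higher and 4634 lower, against 9741 with the block. Without genes at least 4-fold higher in GL261 monocultures 8440 differed, 4209 higher and 4231 lower, so the excess of higher genes depended on partner-high genes. Of the alternatives, a filter at a mean CPM of 5 moved the count for BV2 monocultures most, to 7182 genes of a smaller number tested. Nitric oxide synthase Nos2 (ENSMUSG00000020826) rose in monoculture from 0.196 ± 0.037 CPM (SD, n = 2) to 78.6 ± 4.78 CPM, a log2 fold change of 8.60 (SE 0.25, edgeR adjusted p 1.71e-12), and in co-culture by 8.53 (SE 0.24). Selenbp1 (ENSMUSG00000068874) rose from 10.9 ± 1.36 to 1154 ± 183 CPM (n = 2), but 29.87% of its 75-base words also occur in Selenbp2, so its counts are uncertain. The helicase gene Pif1 (ENSMUSG00000041064) fell from 54.0 ± 4.50 to 2.70 ± 0.989 CPM (n = 2) in monoculture, and its log2 fold change was -4.31 in monoculture and -4.66 in co-culture. Gart (ENSMUSG00000022962) fell from 302.8 ± 6.78 to 31.5 ± 0.820 CPM (n = 2) in monoculture. Hmgb3 (ENSMUSG00000015217) fell from 53.4 ± 1.53 to 4.73 ± 0.0866 CPM (n = 2) in co-culture, with 17.47% of its words shared with other genes.

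**Figure D1:**
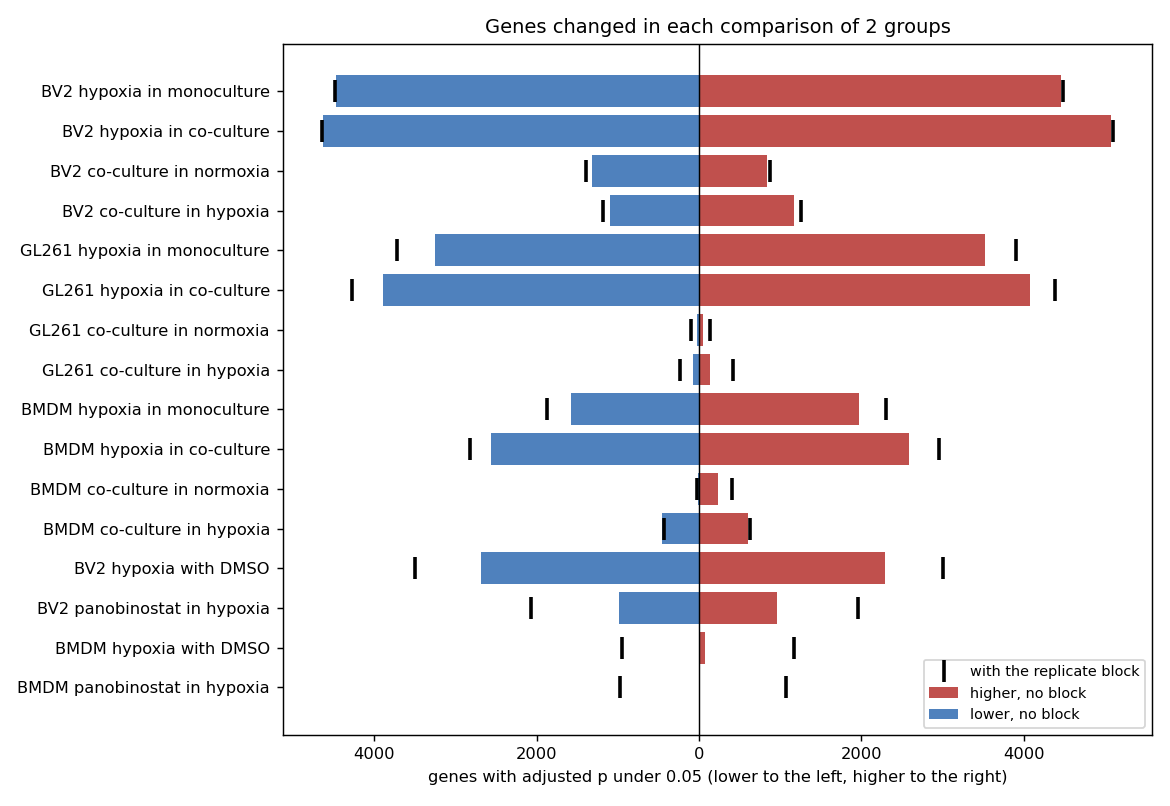
Number of genes with an edgeR adjusted p-value under 0.05 (x axis, genes; higher to the right, lower to the left) in each of the comparisons of 2 groups (y axis), without a replicate block (bars) and with it (black marks). The bars range from 0 genes for panobinostat in BMDM to 9707 genes for hypoxia in co-cultured BV2 cells, and the block adds most in the panobinostat experiment.

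In GL261 monocultures, hypoxia changed 6777 of 15189 tested genes, 3522 higher and 3255 lower, and 7625 with the replicate block. In GL261 cells from co-culture 7965 genes changed, 4071 higher and 3894 lower, and 8661 with the block. The mean correlation of same-numbered GL261 libraries was 0.18. The transcription factor gene Aire (ENSMUSG00000000731) had at most 1 count per library in normoxic monocultures and 51.0 ± 5.08 CPM (SD, n = 2) in hypoxia, at least 299-fold higher than the 3-count floor. Cyp1a1 (ENSMUSG00000032315) rose from 12.2 ± 4.14 to 320.6 ± 107 CPM (n = 2), a log2 fold change of 4.72 (SE 0.50, edgeR adjusted p 3.97e-05). Ero1l (ENSMUSG00000021831) rose in co-culture from 60.2 ± 3.53 to 2914 ± 628 CPM (n = 2). The oligodendrocyte-lineage gene Olig1 (ENSMUSG00000046160) fell from 225.4 ± 95.6 to 27.6 ± 1.99 CPM (n = 2) in monoculture. Ankle1 (ENSMUSG00000046295) fell by 2.99 on the log2 scale in monoculture and by 3.63 in co-culture. The mitochondrial transcript mt-Nd4 (ENSMUSG00000064363) fell in co-culture from 2382 ± 35.03 to 174.7 ± 5.68 CPM (n = 2), and 61.5% of its words occur in Gm28439 as well.

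In BMDM monocultures, hypoxia changed 3542 of 14806 tested genes, 1967 higher and 1575 lower, and 4168 with the replicate block. In BMDM from co-culture (3 libraries per group) 5154 genes changed, 2590 higher and 2564 lower, and 5779 with the block. Same-numbered BMDM libraries correlated at 0.13 on average, at 0.14 between the monoculture groups and at 0.37 between the co-culture groups. A fit of only the 2 monoculture groups gave 6289 genes, and a fit of only the 2 co-culture groups gave 3953. Which culture had more calls thus depended on the fit. Adrenomedullin, Adm (ENSMUSG00000030790), rose from 0.255 ± 0.182 to 118.1 ± 13.1 CPM (SD, n = 2) in monoculture, a log2 fold change of 8.77 (SE 0.58, edgeR adjusted p 1.02e-05). Mgarp (ENSMUSG00000037161) had 3 counts in each normoxic monoculture library and reached 48.1 ± 6.01 CPM (n = 2) in hypoxia, at least 213-fold above the floor. Esam (ENSMUSG00000001946) rose in co-culture from 0.514 ± 0.392 to 50.5 ± 12.8 CPM (n = 3). Fanca (ENSMUSG00000032815) fell from 52.2 ± 1.69 to 9.26 ± 1.57 CPM (n = 2), and the interferon-induced gene Mx1 (ENSMUSG00000000386) from 8.77 ± 6.13 to 1.55 ± 0.746 CPM (n = 2) with an edgeR adjusted p of 0.0206. In co-culture Hpgd (ENSMUSG00000031613) fell from 55.9 ± 21.2 to 7.43 ± 5.39 CPM and Smpdl3b (ENSMUSG00000028885) from 28.3 ± 2.84 to 4.26 ± 1.36 CPM (n = 3).

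The hypoxia effects of the lines were compared directly. In monocultures, 6322 of 16882 genes had an effect in BV2 that differed from that in GL261 (interaction term in 1 fit, edgeR adjusted p under 0.05), and 6752 with the replicate block, where the same-number correlations were 0.033 and 0.18. The median interaction over all genes was 0.15 on the log2 scale, and 0.22 under DESeq2, and interaction values are to be read relative to it. Of 4020 genes called in both lines, 2784 moved in the same direction and 1236 in opposite directions. The correlation of the 2 effects across 12792 genes, which are not independent replicates, was 0.33 (Pearson) and 0.29 (Spearman). Across BV2, GL261 and BMDM monocultures, 216 genes rose and 92 fell at least 2-fold in all 3 cell types, out of 12218 genes tested in all of them.

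Panel genes linked to the response to low oxygen rose in all hypoxia comparisons of the first experiment. Vegfa (ENSMUSG00000023951) had log2 fold changes of 3.15 in BV2, 3.57 in GL261 and 4.48 in BMDM monocultures, with SEs of 0.14, 0.18 and 0.32. The glucose transporter gene Slc2a1 (ENSMUSG00000028645) rose by 3.84, 2.05 and 3.99, and Bnip3 (ENSMUSG00000078566) by 5.28, 4.50 and 4.95 in the same order, with 11.37% of the words of Bnip3 shared with other genes. Adm rose by 3.97 in GL261 monocultures and did not pass the filter on low counts in BV2. Immune panel genes moved less uniformly. Ifit1 (ENSMUSG00000034459), with 5.19% of its words shared with Ifit1bl2, fell by 0.94 in BV2 monocultures (edgeR adjusted p 0.0304). Its falls of 0.75 in GL261 and 1.03 in BMDM monocultures did not pass the threshold (adjusted p 0.072 and 0.0648). With the replicate block the fall in GL261 passed (0.0257) and that in BMDM did not (0.0768), at same-number correlations of 0.18 and 0.13. With DESeq2 the adjusted p of Ifit1 was 0.0793 in BV2, 0.0353 in GL261 and 0.0235 in BMDM monocultures, so each of these monoculture calls depended on the test. Elsewhere Ifit1 fell past the threshold in GL261 co-cultures (-1.10, edgeR adjusted p 0.00852), BMDM co-cultures (-0.97, 0.0213) and BV2 with DMSO (-2.29, 0.0332). It did not pass in BV2 co-cultures (0.24, 0.481), nor in BMDM with DMSO without the block. The chemokine gene Cxcl10 (ENSMUSG00000034855) rose by 4.43 in GL261 monocultures, from 15.6 ± 8.55 to 335.6 ± 128 CPM (SD, n = 2), and by 3.80 in GL261 co-cultures. In BV2 cells it did not change in monoculture (log2 fold change -0.04, edgeR adjusted p 0.938) and rose by 1.61 in co-culture (edgeR adjusted p 5.84e-05), where partner transcripts were present (below). It was at 4.84 and 3.57 CPM in normoxic and at 15.6 and 9.80 CPM in hypoxic BV2 co-culture libraries. GL261-specific transcripts were at 2.22% in the latter, and hypoxic GL261 monocultures held 335.6 CPM of Cxcl10. Carry-over of GL261 RNA thus cannot be excluded for this rise. The class I gene H2-K1 (ENSMUSG00000061232) rose by 1.09 in GL261 and 0.29 in BV2 monocultures.

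**Figure D2:**
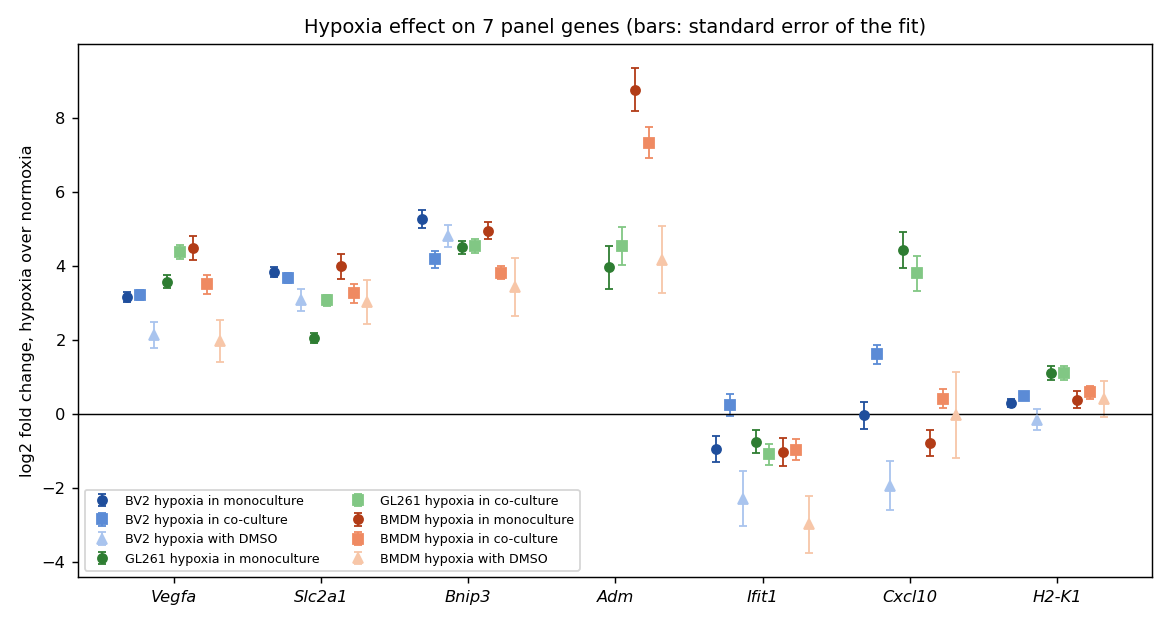
Log2 fold change of hypoxia over normoxia (y axis) for 7 panel genes (x axis) in the 8 hypoxia comparisons (colours and symbols); points are edgeR estimates and bars their standard errors. Vegfa, Slc2a1, Bnip3 and Adm lie above 0 in every comparison shown, while Cxcl10 ranges from -1.94 in BV2 cells with DMSO to 4.43 in GL261 monocultures.

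The hypoxia-response set was higher in hypoxia in all 8 comparisons (camera adjusted p from 2.15e-89 to 3.96e-29 on the log2 fold changes), with median log2 fold changes from 1.85 to 2.65. The interferon-response set was lower in BMDM monocultures (median -0.80, camera adjusted p 1.10e-04), BMDM co-cultures (median -0.84, 1.76e-06), BV2 with DMSO (median -1.33, 6.12e-04) and BMDM with DMSO (median -2.05, 1.55e-18). With the replicate block these adjusted p-values were 1.92e-04, 3.18e-06, 2.52e-04 and 3.08e-14, the same-number correlations being 0.13 for BMDM of the first experiment, 0.30 for BV2 with DMSO and 0.45 for BMDM with DMSO. Among its 38 genes, 11 fell in BMDM monocultures by the test over all genes, and 16 when adjusted over the set alone; in BMDM co-cultures these counts were 25 and 31. They were 18 and 21 of 34 genes in BV2 with DMSO, and 0 and 33 of 38 genes in BMDM with DMSO. With the block the counts in the same order were 15 and 19, 28 and 32, 25 and 26, and 31 and 34. In BV2 and GL261 of the first experiment the interferon set did not pass the threshold (camera adjusted p 0.728 and 0.852 in BV2, 0.807 and 0.946 in GL261). The antigen-presentation set did not pass in any hypoxia comparison, the lowest adjusted p being 0.129. When the inter-gene correlation was estimated per set, only the hypoxia-response set in GL261, in BMDM of the first experiment and in BV2 with DMSO stayed past the threshold.

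The co-culture comparisons asked how each cell changes beside its partner. The labels do not state how the cells were separated, so transcripts specific to the partner were measured in every library of the first experiment. For BMDM this sets levels across 2 tables. In monocultures they were at 0 to 0.0615% of their level in the partner monoculture. In BV2 co-culture libraries they were at 0.760 ± 0.271% (SD, n = 2) in normoxia and 2.22 ± 0.202% (n = 2) in hypoxia. In GL261 co-culture libraries the BV2-specific transcripts were at 0.773 ± 0.202% (n = 2) in normoxia and 0.237 ± 0.0266% (n = 2) in hypoxia. In BMDM co-culture libraries GL261-specific transcripts were at 2.43 ± 1.21% (n = 3) in normoxia and 3.74 ± 2.32% (n = 3) in hypoxia, and rose with the replicate number at both oxygen levels.

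**Figure D3:**
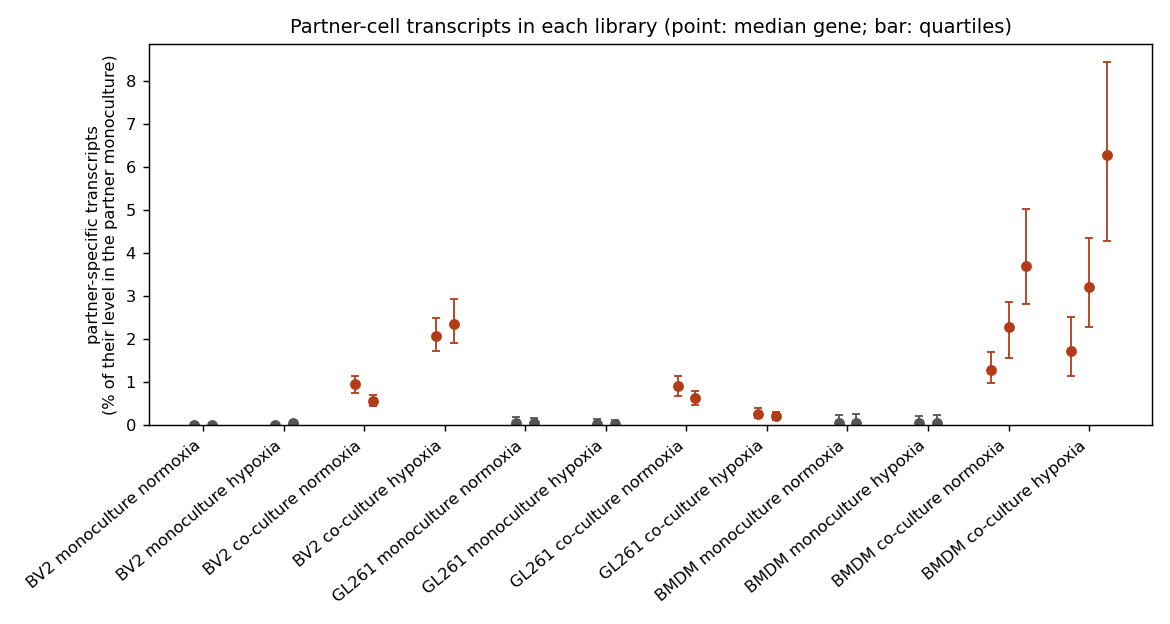
Median level of partner-specific transcripts in each library, as a percentage of their level in the partner monoculture (y axis), by group (x axis); grey points are monoculture and red points co-culture libraries, and bars span the quartiles over genes. All co-culture libraries lie above the monocultures, the highest being a hypoxic BMDM library at 6.28%.

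In BV2 cells, co-culture changed 2152 genes in normoxia, 833 higher and 1319 lower, and 2266 in hypoxia, 1174 higher and 1092 lower. With the replicate block these counts were 2259 and 2431 (mean same-number correlation 0.033). Genes at least 4-fold higher in GL261 monocultures made up 420 of the 833 higher genes in normoxia and 655 of the 1174 in hypoxia. Without such genes 1571 genes were called in normoxia, 360 higher and 1211 lower, and 1367 in hypoxia, 420 higher and 947 lower. Mmp12 (ENSMUSG00000049723) rose in normoxia from 0.214 ± 0.239 to 2.62 ± 1.67 CPM (SD, n = 2; log2 fold change 3.49, SE 0.93, edgeR adjusted p 0.0205) and in hypoxia from 19.6 ± 8.79 to 50.4 ± 30.7 CPM, where it did not pass with DESeq2 (adjusted p 0.413). The histone gene Hist1h1d (ENSMUSG00000052565) rose in normoxia from 3.79 ± 0.126 to 16.1 ± 1.92 CPM and the complement gene C3 (ENSMUSG00000024164) in hypoxia from 34.9 ± 8.92 to 88.6 ± 25.1 CPM. Hdac9 (ENSMUSG00000004698) and Sgsh (ENSMUSG00000005043) fell in normoxia by 1.46 and 1.28 on the log2 scale. Tlr7 (ENSMUSG00000044583) and Sema4g (ENSMUSG00000025207) fell in hypoxia by 1.61 and 1.57.

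In GL261 cells, co-culture with BV2 changed 78 genes in normoxia, 49 higher and 29 lower, and 211 in hypoxia, 135 higher and 76 lower. With the replicate block the counts were 226 and 654 (mean same-number correlation 0.18). Between the groups compared this correlation was 0.18 in normoxia and 0.37 in hypoxia. Without genes at least 4-fold higher in BV2 monocultures, 13 and 174 genes were called, the 13 being 6 higher and 7 lower. Serpina3n (ENSMUSG00000021091) rose from 107.1 ± 1.28 to 390.8 ± 90.6 CPM (SD, n = 2; log2 fold change 1.87, SE 0.20, edgeR adjusted p 0.00244) in normoxia and by 2.65 in hypoxia. Ifit1, with 5.19% of its words shared, rose in normoxia from 12.1 ± 3.74 to 42.4 ± 4.42 CPM (adjusted p 0.0276), and Adamts9 (ENSMUSG00000030022) in hypoxia from 8.12 ± 1.79 to 35.3 ± 3.36 CPM. Calhm5 (ENSMUSG00000049872) had log2 fold changes of -1.43 in normoxia and -2.06 in hypoxia. Ccn2 (ENSMUSG00000019997) fell by 1.57 in normoxia and Cavin2 (ENSMUSG00000045954) by 1.95 in hypoxia. Without the genes higher in BV2 cells the adjusted p of Ifit1 and of Ccn2 in normoxia was 0.0527.

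In BMDM, co-culture with GL261 changed 243 genes in normoxia, 233 higher and 10 lower, and 1053 in hypoxia, 601 higher and 452 lower. With the replicate block the counts were 432 and 1058 (mean same-number correlation 0.13), and 871 of the 1053 genes were called both ways. Of the higher genes, 77.3% in normoxia and 81.9% in hypoxia were at least 4-fold higher in GL261 monocultures, against 12.2% and 17.4% of all tested genes. Without such genes 9 genes were called in normoxia, 8 higher and 1 lower, and 168 in hypoxia, 26 higher and 142 lower. Gdf15 (ENSMUSG00000038508) rose in normoxia from 23.6 ± 6.15 (SD, n = 2) to 133.2 ± 39.1 CPM (n = 3), a log2 fold change of 2.50 (SE 0.40, edgeR adjusted p 0.0141), and the interferon regulator gene Irf7 (ENSMUSG00000025498) rose from 69.1 ± 17.3 to 338.3 ± 155 CPM. In hypoxia Mx1 rose from 1.55 ± 0.746 to 10.7 ± 5.27 CPM and Isg15 (ENSMUSG00000035692) from 12.7 ± 1.79 to 64.6 ± 7.27 CPM. Nptx1 (ENSMUSG00000025582) fell by 2.41 in normoxia and 2.39 in hypoxia, Egr3 (ENSMUSG00000033730) by 2.34 in normoxia and Col4a2 (ENSMUSG00000031503) by 2.00 in hypoxia. Of these genes, Gdf15 and Irf7 (adjusted p 0.0679 each) and Egr3 (0.145) in normoxia and Mx1 (0.0572) in hypoxia did not pass once genes higher in GL261 cells were left out before the adjustment.

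Whether co-culture altered the response to hypoxia was tested as an interaction. In BV2 cells 316 genes passed the threshold, 167 with a higher and 149 with a lower hypoxia effect in co-culture, and 467 with the replicate block (mean same-number correlation 0.033). The balance depended on the genes tested: 113 were higher and 249 lower at a mean CPM of at least 5, and 96 higher and 135 lower without genes higher in GL261 cells. Hbegf (ENSMUSG00000024486) rose by 1.39 in co-culture against a change of -0.46 in monoculture (edgeR adjusted p of the difference 0.00296), but it is among the genes at least 4-fold higher in GL261 cells, at 520.5 plain CPM in hypoxic GL261 against 8.44 in hypoxic BV2 monocultures. Zfp36 (ENSMUSG00000044786) rose by 1.86 in monoculture and 0.12 in co-culture (adjusted p 0.00296). In GL261 cells and in BMDM 0 genes passed, with and without the block, at same-number correlations of 0.18 and 0.13, and 1354 and 636 genes had an unadjusted p-value under 0.05. Hypoxia effects in co-culture and monoculture shared their direction for 7582 of 7624 genes called in both in BV2, 5727 of 5730 in GL261 and 2966 of 2967 in BMDM.

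The panobinostat experiment gave a second measurement of hypoxia, in cells with DMSO. In BV2 cells 4980 of 13294 genes changed, 2291 higher and 2689 lower, and 6511 with the replicate block (mean same-number correlation 0.30). Grin1 (ENSMUSG00000026959) had 0 counts in normoxia and 14.1 ± 9.95 CPM (SD, n = 2) in hypoxia, at least 59.0-fold above the floor, and Nos2 rose by 7.79 on the log2 scale (SE 0.70, edgeR adjusted p 1.10e-04). Car12 (ENSMUSG00000032373) fell from 73.3 ± 5.69 to 6.43 ± 4.75 CPM and Aspm (ENSMUSG00000033952) from 115.0 ± 3.47 to 10.1 ± 5.22 CPM (n = 2). Of 8542 genes called for hypoxia in BV2 monocultures and tested again, 93.5% changed in the same direction here. In BMDM with DMSO 72 of 14914 genes changed, 70 higher and 2 lower, 0 in a fit of only the 2 groups, and 2127 with the replicate block, 1172 higher and 955 lower, where same-numbered libraries correlated at 0.45 on average. Derl3 (ENSMUSG00000009092) rose from 1.00 ± 0.900 to 287.7 ± 165 CPM and Esam from 0.194 ± 0.171 to 45.5 ± 0.774 CPM (n = 2). Tead2 (ENSMUSG00000030796) fell by 2.24 (edgeR adjusted p 0.0488) and the log2 fold change of Apobec3 (ENSMUSG00000009585) was -2.06 (edgeR adjusted p 0.0431), with 5.14% of the words of Apobec3 shared with other genes. Tead2 was at 42.3 and 33.7 CPM in normoxic BMDM with DMSO but at 0.438 and 0.315 CPM in normoxic BMDM monocultures. RNA of other cells thus cannot be excluded as the source of its fall. No panel gene passed the threshold in BMDM with DMSO, the lowest adjusted p being 0.0745 for Slc2a1, which rose by 3.02. With the block 5 of the 7 panel genes passed, Adm (0.0134), Slc2a1 (0.0202), Bnip3 (0.0218) and Vegfa (0.0293) higher and Ifit1 (0.0445) lower. Of 3469 genes called for hypoxia in BMDM monocultures and tested again, 93.1% changed in the same direction. The hypoxia effects of BV2 cells and BMDM in this experiment differed for 106 genes, and for 1298 with the block. Ptpn14 (ENSMUSG00000026604) had log2 fold changes of 3.90 in BV2 cells and -1.04 in BMDM, and Stc2 (ENSMUSG00000020303) of -0.17 and 5.65. RNA of other cells cannot be excluded for the BMDM values of both genes (below).

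The last question was what panobinostat does in hypoxia. In BV2 cells 1941 genes changed against DMSO, 958 higher and 983 lower, and 4025 with the replicate block (mean same-number correlation 0.30). The histone gene Hist1h1e (ENSMUSG00000051627) rose from 6.28 ± 2.12 to 199.2 ± 43.8 CPM (SD, n = 2; log2 fold change 4.99, SE 0.32, edgeR adjusted p 1.78e-04), with 28.39% of its words shared with other genes, among them Hist1h1c and Hist1h1d. Atp2b4 (ENSMUSG00000026463) rose from 5.17 ± 0.0857 to 89.9 ± 1.14 CPM. Ighm (ENSMUSG00000076617) fell from 107.5 ± 16.1 to 5.91 ± 0.721 CPM and Tnfsf13b (ENSMUSG00000031497) from 86.7 ± 19.5 to 7.64 ± 0.921 CPM (n = 2). None of the panel genes tested in BV2 cells changed past the threshold, the lowest adjusted p being 0.475 (0.302 with the block). The antigen-presentation set was higher with panobinostat in BV2 cells (median log2 fold change 0.26, camera adjusted p 0.0112; 0.0175 with the block), and 3 of its 15 genes rose (4 with the block), over all genes as over the set alone. In BMDM 0 genes passed the threshold and 3868 had an unadjusted p-value under 0.05, while 2044 genes passed with the replicate block (mean same-number correlation 0.45), 1065 higher and 979 lower. The hypoxia-response set was lower with panobinostat in BMDM (median -0.59, camera adjusted p 3.93e-04; 5.06e-04 with the block), though 0 of its 43 genes passed singly, over all genes or over the set alone. With the block 4 of them were lower over all genes and 0 over the set alone. The effects of panobinostat in BV2 cells and BMDM differed for 4 genes, and for 166 with the block. Cd36 (ENSMUSG00000002944) rose by 3.65 in BV2 cells against a change of -1.38 in BMDM (edgeR adjusted p of the difference 0.00841).

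The BMDM libraries of the 2 experiments differed in composition. The sum of 12 stromal marker transcripts was 139 ± 8.99 CPM (SD, n = 2) in normoxic BMDM monocultures and 14566 ± 1211 CPM (n = 2) in normoxic BMDM with DMSO, 6297 ± 4759 CPM in hypoxic BMDM with DMSO and 10934 ± 2018 CPM with panobinostat. The median of 12 myeloid marker transcripts was 703 ± 45.6 CPM in normoxic BMDM monocultures, 433.5 ± 119.7 CPM in normoxic and 268.5 ± 13.3 CPM in hypoxic BMDM with DMSO, and 91.7 ± 26.3 CPM with panobinostat (n = 2).

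**Figure D4:**
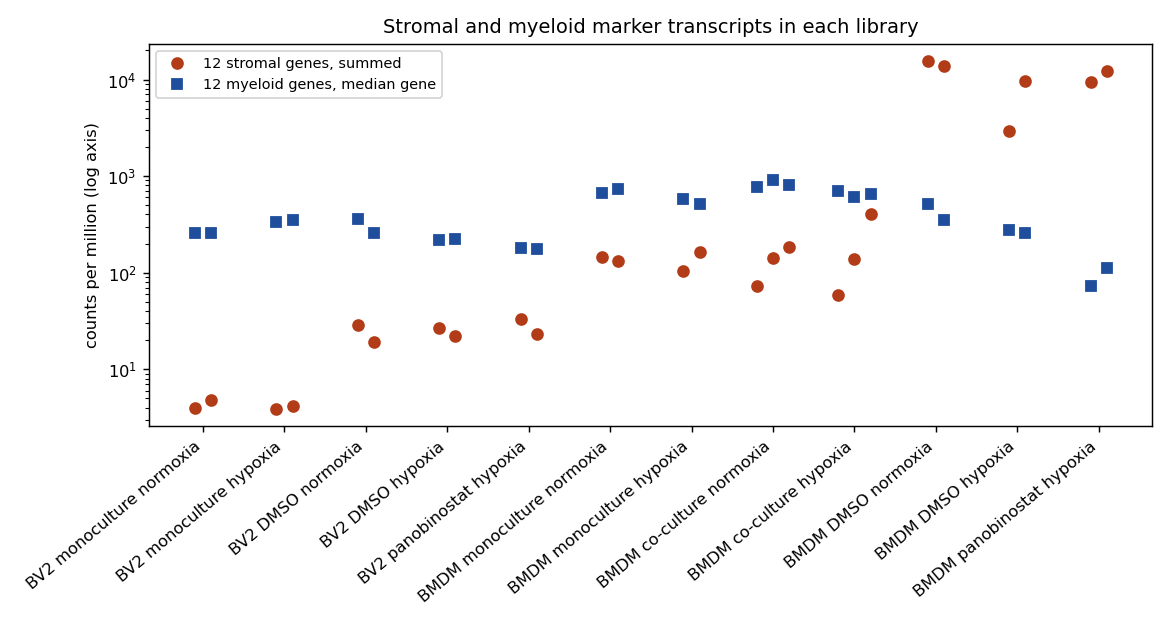
Summed CPM of 12 stromal marker genes (circles) and median CPM of 12 myeloid marker genes (squares) in each library (y axis, log scale) by group (x axis). The BMDM libraries with DMSO or panobinostat lie above the other BMDM libraries in stromal and below the normoxic monocultures in myeloid transcripts.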

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

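The tests of library size, GC content and length were chosen before their results were seen. The test of other-cell RNA in the interactions between cell types was chosen after the data had been examined, though before its own result was seen. The test of partner RNA in the BV2 interaction, the repeats with the replicate block of tests that leave out genes, and the counts of shared calls were chosen only after the results were seen.

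In BV2 cells, the hypoxia effect differed between co-culture and monoculture for 316 genes, a difference between groups tested by an interaction term. The log2 difference was 1.84 for Hbegf, which rose by 1.39 in co-culture and changed by -0.46 in monoculture. It was -1.74 for Zfp36, which rose by 0.12 in co-culture and by 1.86 in monoculture. RNA from GL261 cells was tested by leaving out genes at least 4-fold higher in GL261 monocultures, which left 231 genes (344 of 467 with the replicate block), 73.1% and above the limit set for the test. Hbegf is one of the genes left out. The share of 2.22% of its level in hypoxic GL261 monocultures is 11.5 plain CPM, and 15.2 CPM of its level in hypoxic GL261 co-cultures, against an excess of 23.7 CPM of hypoxic BV2 co-cultures over monocultures. Partner RNA at this share thus covers part of its rise, and the rest was not tested. Zfp36 was not among the genes left out. Thinning all libraries to the smallest total gave 333 genes (456 with the block), 278 of them among the 316, and offsets for GC content and transcript length gave 413 (664 with the block), 255 of them among the 316. A response of BV2 cells to GL261 cells that alters their reaction to low oxygen is a candidate explanation for genes that are not higher in GL261 cells. It stays a hypothesis, since Hbegf and Zfp36 were picked as the largest differences of these data, and partner-cell transcripts were more abundant in hypoxia, at 2.22%, than in normoxia, at 0.760%.

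The hypoxia effects of BV2 and GL261 monocultures differed for 6322 genes. With libraries thinned to the smallest total 6009 genes differed (6395 with the replicate block), and with offsets for GC content and length 6538 (7173 with the block). Of the 6322 genes, 5747 were called in the same direction after thinning and 5698 with the offsets. The largest differences among named genes were a log2 value of 7.08 for Atp8b4, which rose by 2.18 in BV2 cells, and -6.23 for Atoh8, which fell by 3.99 in BV2 cells and rose by 2.24 in GL261 cells. Atp8b4 had 0 counts in the hypoxic GL261 libraries and Atoh8 had 2 to 3 counts in the hypoxic BV2 libraries, so both sizes rest on values at the floor. Of the panel, Slc2a1 (1.90, edgeR adjusted p 3.91e-07), Bnip3 (0.88, 0.0309), Cxcl10 (-4.37, 3.97e-04) and H2-K1 (-0.70, 0.0211) differed, against a median shift of 0.15 over all genes. Shared sequence limits Bnip3, since 11.37% of its words occur in other genes. Library size, GC content and length thus leave most of these calls in place, and differing responses of the lines to low oxygen may account for them, as a hypothesis. The lines were grown as separate cultures, and a difference in their handling was not tested.

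Cxcl10 also moved in opposite directions in hypoxic monocultures of GL261 (4.43) and BMDM (-0.78), with no overlap between hypoxic and normoxic libraries in either. This difference was not tested, as the libraries are in separate tables, and the fall in BMDM did not pass the threshold (edgeR adjusted p 0.134). It passed in edgeR with no filter (-0.86, adjusted p 0.0044) and in a fit of only the 2 groups (-0.80, 0.0390). The call thus depended on the processing. No technical explanation was tested for the difference between GL261 and BMDM.

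With DMSO, the hypoxia effects of BV2 cells and BMDM differed for 106 genes, and for 1298 with the replicate block. Thinning gave 79 genes (1192 with the block) and the offsets for GC content and length gave 124 (1238 with the block). Genes at least 4-fold higher in normoxic BMDM with DMSO than in normoxic BMDM monocultures were then left out. This list, used wherever genes higher in BMDM of the panobinostat experiment are left out, omits genes raised only in hypoxia or with panobinostat. Without the listed genes 61 were called, under the limit set for that test. Of the 106, 17 were among the genes left out, and the rest of the fall came with adjusting the other p-values again. With the block the same step left 1199 of 1298 genes (92.4%), above the limit, and same-numbered BMDM libraries correlated at 0.45. The fits disagree, so RNA of other cells in those BMDM libraries cannot be excluded for the 106 genes. The log2 difference was 4.95 for Ptpn14 (3.90 in BV2 cells, -1.04 in BMDM) and -5.82 for Stc2 (-0.17 in BV2 cells, 5.65 in BMDM). Ptpn14 is one of the genes left out, at 71.5 and 102.6 CPM in normoxic BMDM with DMSO against 1.26 and 0.315 in normoxic BMDM monocultures. Stc2 stayed in, but was at 57.9 and 53.8 CPM in hypoxic BMDM with DMSO against 1.02 and 2.07 in hypoxic BMDM monocultures. RNA of other cells thus cannot be excluded for either difference.

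The effects of panobinostat in hypoxia differed between BV2 cells and BMDM for 4 genes, and for 166 with the replicate block. Thinning gave 5 genes (144 with the block), the offsets 6 (180 with the block), and leaving out the genes higher in normoxic BMDM with DMSO gave 4 (132 with the block). Only Cd36 met the naming rule, with a log2 difference of 5.04, a rise of 3.65 in BV2 cells against a change of -1.38 in BMDM. The others, named after their values were seen, were Slc39a8 (6.83), Dhrs3 (2.61) and Lmtk3 (-7.51). With so few calls these tests show little either way. A difference in how the cell types respond to the inhibitor may underlie it, but the number of 4 depended on the replicate block, and the cause was not tested.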

How the results depend on the processing

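Removal of partner-high genes from the hypoxia effects in co-culture and from the interactions, removal of genes higher in BMDM of the panobinostat experiment, and the use of the other experiment's genes and directions were chosen after seeing the data; the other alternatives were set before the data were examined. Hypoxia counts within 1.5 times of the reported value under all alternatives run were those of BV2 in monoculture, in co-culture and with DMSO, of GL261 in both cultures, and of BMDM in co-culture, as was the interaction between the lines. For the rest the cause was not tested unless given.

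With DESeq2, counts were 673 for the BV2 interaction, 162 and 459 for GL261 co-culture in normoxia and hypoxia, 47 for the GL261 interaction, 634 and 1733 for BMDM co-culture, 9 for the BMDM interaction, 2260 for BMDM hypoxia with DMSO, 2221 for panobinostat in BMDM, and 1176 and 227 for the hypoxia and panobinostat differences between BV2 cells and BMDM. On simulated counts at the spread of BMDM in the panobinostat experiment, 25% of 16 DESeq2 calls were wrong. With no filter the same results gave 981, 361, 737, 73, 1062, 2141, 128, 3259, 2867, 1372 and 613 genes. The DESeq2 test moved the share of higher genes from 62.8% to 51.2% for GL261 co-culture in normoxia, from 97.2% to 57.0% for BMDM hypoxia with DMSO, from 68.9% to 54.0% for the hypoxia difference between cell types and from 75% to 42.7% for the panobinostat difference. With no filter the BV2 interaction had 283 genes higher and 698 lower, and at a mean CPM of 5 it had 113 higher and 249 lower, so its balance of 167 to 149 is not stable. Without partner-high genes it was 96 to 135. No filter also moved the share of higher genes to 39.0% for BV2 co-culture in hypoxia, 51.8% for GL261 co-culture in normoxia, 45.6% for BMDM hypoxia with DMSO and 52.5% for the panobinostat difference, and the block moved it to 55.1% for BMDM hypoxia with DMSO and to 56.6% and 57.2% for the differences between cell types. A mean CPM of 5 gave 50.5% for BV2 co-culture in normoxia and 57.5% for the hypoxia difference between cell types, and a fit of only the 2 groups gave 80.5% for BMDM co-culture in hypoxia. DESeq2 size factors within edgeR gave 66 genes for panobinostat in BMDM.

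A mean CPM of at least 5 gave 1245 and 1461 genes for BV2 co-culture in normoxia and hypoxia, 11 for GL261 co-culture in normoxia, 70 and 313 for BMDM co-culture, 53 for panobinostat in BMDM and 247 for the hypoxia difference between cell types. The replicate block gave 226 and 654 genes for GL261 co-culture, 432 for BMDM co-culture in normoxia, 4025 for panobinostat in BV2 cells, 2127 for BMDM hypoxia with DMSO, 2044 for panobinostat in BMDM, and 1298 and 166 for the differences between cell types. A fit of only the 2 groups gave 124 and 20 genes for GL261 co-culture, 6289 for BMDM hypoxia in monoculture, 231 for BMDM co-culture in hypoxia and 0 for BMDM hypoxia with DMSO. Without partner-high genes, 1367 genes were called for BV2 co-culture in hypoxia, 13 for GL261 co-culture in normoxia, and 9 and 168 for BMDM co-culture. Without genes higher in BMDM of the panobinostat experiment, 49 genes were called for panobinostat in BMDM.

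With the inter-gene correlation estimated per set, results that no longer passed were the hypoxia set in BV2 monocultures (median 2.25) and co-cultures (2.17) and in BMDM with DMSO (1.99), the interferon set in BMDM monocultures (-0.80) and co-cultures (-0.84), in BV2 with DMSO (-1.33) and in BMDM with DMSO (-2.05), and with panobinostat the antigen-presentation set in BV2 cells (0.26) and the hypoxia set in BMDM (-0.59). With the replicate block the direction given by camera for the antigen-presentation set changed in hypoxic BV2 co-cultures and BMDM monocultures at p-values of 0.984 and 0.936, so it had no direction there, and the medians kept their sign (-0.12 in both fits, and 0.22 against 0.23). Cxcl10 in BMDM with DMSO was at 0.0063 with the filter at a mean CPM of 5, reversed in sign and near 0. The share of BV2 RNA in hypoxic GL261 co-cultures was 0.271% with genes 30-fold higher in the partner. Of hypoxia-responsive BV2 genes, 50.1% moved the opposite way with panobinostat with a different hypoxic library in each effect, the mean of 41.7% and 58.6% for the 2 ways to choose them, so this value depends on the library, and 48.4% with genes and directions of the other experiment.

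Of 131 gene values under DESeq2, 121 kept their call, 3 were weaker and 7 stronger. Of the same 131, 6 were stronger with the replicate block and 8 with no filter. With only the 2 groups compared 6 of 123 were weaker and 4 stronger, without partner-high genes 6 of 51 were weaker, at a mean CPM of 5 3 of 121 were weaker and 1 reversed, and with DESeq2 size factors 1 of 131 was weaker. Across fits that each left out one replicate, counts ran from 84 to 288 for BMDM co-culture in normoxia, from 399 to 1792 in hypoxia, from 0 to 1 for the BMDM interaction and from 4121 to 5170 for BMDM hypoxia in co-culture. Elsewhere leaving one out left a single library in a group, so no test was made and the mean log2 change of the called genes in their called direction was computed. Of 84 such values for 18 results, 9 moved by more than the spread between replicates, in 8 results. Among these were BV2 co-culture in hypoxia (1.67, from 1.63 to 1.87) and the panobinostat difference (5.50, from 5.06 to 6.15). Since the genes were called on all libraries, their kept direction shows little. Over the leave-one-out values of named genes, 99 of 580 moved and 13 changed sign, over 131 results. At the spread of BMDM in the panobinostat experiment, edgeR called 0.5% of simulated 2-fold changes without the block and 0% with it. DESeq2 called 6%. Few 2-fold changes could thus be detected at a coefficient of variation of 0.381. This does not cover the measured counts with the replicate block, where the coefficient was 0.269.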

Other observations

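The tests of partner RNA, stromal and Y-linked transcripts, spread, interferon and mitochondrial genes were chosen only after the results were seen; that of regrouped libraries was chosen before. The test of reversal with genes and directions of the other experiment was chosen after the data had been examined but before its own values were seen, and its repeat without genes higher in BMDM of the panobinostat experiment after them.

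Genes called higher in co-culture were compared with the rise predicted from the share of partner RNA, genes used for the estimate left out. The predicted rise was at least 50% of the observed one for 21.4% of 616 genes in normoxic and 30.2% of 945 in hypoxic BV2 cells, 0 of 15 in normoxic and 0 of 119 in hypoxic GL261 cells, 48.5% of 130 in normoxic BMDM and 54.2% of 463 in hypoxic BMDM. Carry-over of partner RNA may therefore account for much of the BMDM rises and part of the BV2 rises, which cannot be told apart from it. In normoxic GL261 cells 34 of the 49 higher genes were themselves used for the estimate, so the test there covers few genes.

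The 6 co-cultured BMDM libraries were regrouped. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave 5154 genes, and the others gave 0; the other 6 splits, which part fewer pairs, also gave 0. A share of 1 in 4 cannot fall under 0.05.

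BMDM libraries of the panobinostat experiment held stromal transcripts. Averaged over all 6 libraries, 12 stromal marker genes were at a median of 51.3-fold their level in normoxic BMDM monocultures, and 12 macrophage markers at a median of 47.6% of theirs. That average includes hypoxic and panobinostat-treated cells. In the normoxic DMSO libraries alone, compared after these values were seen, the medians were 65.1-fold and 88.8%, the latter above the limit of 80% set for the test. The median level of the macrophage markers there, 433.5 against 703 CPM, was at 61.7%, under that limit, and 5 of the 12 genes were under it. In the same normoxic libraries each of the 12 stromal genes was above its monoculture level, the lowest at 106.9%, so stromal RNA may be present. The measures that disagree are those of the macrophage markers. Stromal cells in place of macrophages thus cannot be told apart from a fall of macrophage transcripts with the treatments. A difference between the experiments in culture or marrow was not tested. In BV2 libraries of that table, transcripts at least 100-fold higher in BMDM followed their level in the BMDM libraries (Spearman correlation across 209 genes 0.77, against 0.43 in the first experiment), at a median of 0.166% against 0.0194%. Genes are not independent replicates, and a small carry-over of reads between libraries is a candidate explanation.

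Few genes passed between BMDM groups of the panobinostat experiment. The common coefficient of variation fell by 6.22% when genes higher than in BMDM monocultures were left out, and by 29.4% with the replicate block, from 0.381 to 0.269. The first step left out 1211 of 14914 genes and could hardly move a value over all genes. With the stromal level of each library as a covariate, which like the block takes 1 degree of freedom, the coefficient fell by 15.1%, so unequal stromal RNA cannot be excluded as a part of the spread. Under the 3 crossed pairings the fall was from -12.7% to -1.81%, a rise, so differences shared by same-numbered libraries may hold part of the spread too. Y-linked transcripts were present in 5 of 16 BMDM libraries, those of replicate 3 of the co-cultures and replicate 2 of the panobinostat experiment, and all 7 sets of same-numbered libraries were on one side. Xist was present in all 16. Same-numbered libraries may share a source of cells, with more than one mouse in some.

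In BV2 cells 48.4% of genes called for hypoxia in the first experiment moved the opposite way with panobinostat, so no reversal was seen beyond chance. In BMDM 68.3% did, 75.7% of the genes raised by hypoxia and 59.2% of those lowered, against 53.7% of genes with an unadjusted p above 0.5 for hypoxia. Hypoxic DMSO libraries shared by both effects cannot produce this, as the genes and directions came from other libraries. Without genes higher in normoxic BMDM with DMSO than in normoxic BMDM monocultures the value was 69.0%, with genes higher only in hypoxia left in. A partial reversal of the hypoxia response by panobinostat in BMDM may underlie it, but the loss of macrophage transcripts in those libraries was not separated from it.

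The hypoxia effect on the interferon set was lower in the panobinostat experiment than in the first, by a median of -1.10 in BV2 cells (camera p 8.33e-08) and -1.41 in BMDM (8.23e-17). The experiments differed more in normoxia, where the median level of the set was 16.1 CPM with DMSO against 4.10 in the first experiment in BV2 cells and 47.5 against 27.7 in BMDM, than in hypoxia, where it was 6.51 against 5.49 and 12.98 against 18.1. In normoxic BMDM with DMSO, Irf7 was at 516.4 CPM in replicate 1 and 47.1 in replicate 2. In BV2 cells it was at 42.9 and 8.98. Ifit1 and Isg15 were also higher in replicate 1 of both cell types, but Cxcl10 was higher in replicate 2 of BMDM. The normoxic medians may thus depend on replicate 1, which was not tested over the set. With the inter-gene correlation estimated, p was 0.296 and 0.0890, so chance differences between libraries cannot be excluded, and experiment and table coincide.

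Mitochondrial transcripts fell in hypoxic GL261 cells, by a median log2 of -1.51 in monoculture (camera adjusted p 4.57e-09) and -2.33 in co-culture (1.07e-13), and differed from BV2 cells by 1.26 (adjusted p 1.81e-06; 0.0820 unadjusted with the estimated correlation). The fall was not limited to GL261 cells: it passed in BMDM with DMSO (-0.77, adjusted p 0.00302), and in BMDM monocultures (-0.82) and co-cultures (-1.05) the adjusted p was 0.0539. In BV2 cells the medians were 0.05, 0.13 and, with DMSO, -0.57, and did not pass. With the estimated correlation, unadjusted p was 0.0106 and 0.00684 in GL261 cells and 0.248 in BMDM with DMSO. Differences from BMDM were not tested. DESeq2 size factors moved the difference between the lines by 1.91%, but they moved the median of all genes by only 0.025, so this test could not show an effect of scaling. Relative to the median of all genes the difference was 1.11. A response of mitochondrial transcripts to low oxygen that differs between the lines remains a hypothesis.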
